# The DNA/RNA helicase DHX9 contributes to the transcriptional program of the androgen receptor in prostate cancer

**DOI:** 10.1186/s13046-022-02384-4

**Published:** 2022-05-19

**Authors:** Lidia Chellini, Marco Pieraccioli, Claudio Sette, Maria Paola Paronetto

## Abstract

**Background:**

Prostate cancer (PC) is the most commonly diagnosed male malignancy and an important cause of mortality. Androgen deprivation therapy is the first line treatment but, unfortunately, a large part of patients evolves to a castration-resistant stage, for which no effective cure is currently available. The DNA/RNA helicase DHX9 is emerging as an important regulator of cellular processes that are often deregulated in cancer.

**Methods:**

To investigate whether DHX9 modulates PC cell transcriptome we performed RNA-sequencing analyses upon DHX9 silencing in the androgen-responsive cell line LNCaP. Bioinformatics and functional analyses were carried out to elucidate the mechanism of gene expression regulation by DHX9. Data from The Cancer Genome Atlas were mined to evaluate the potential role of DHX9 in PC.

**Results:**

We found that up-regulation of DHX9 correlates with advanced stage and is associated with poor prognosis of PC patients. High-throughput RNA*-*sequencing analysis revealed that depletion of DHX9 in androgen-sensitive LNCaP cells affects expression of hundreds of genes, which significantly overlap with known targets of the Androgen Receptor (AR). Notably, AR binds to the *DHX9* promoter and induces its expression, while Enzalutamide-mediated inhibition of AR activity represses *DHX9* expression. Moreover, DHX9 interacts with AR in LNCaP cells and its depletion significantly reduced the recruitment of AR to the promoter region of target genes and the ability of AR to promote their expression in response to 5α-dihydrotestosterone. Consistently, silencing of DXH9 negatively affected androgen-induced PC cell proliferation and migration.

**Conclusions:**

Collectively, our data uncover a new role of DHX9 in the control of the AR transcriptional program and establish the existence of an oncogenic DHX9/AR axis, which may represent a new druggable target to counteract PC progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-022-02384-4.

## Background

Prostate cancer (PC) is the most commonly diagnosed and among the main causes of cancer-related death in men [1]. Patients with localized disease, if detected at an early stage, undergo radical prostatectomy and generally display a favorable outcome. On the other hand, patients with advanced disease are addressed to chemotherapy and/or radiotherapy. Since androgen signaling plays a key role in most steps of PC pathogenesis [2], androgen-deprivation therapy (ADT) by chemical castration represents the first line treatment approach. However, most advanced PC relapse and develop resistance to ADT, resulting in castration-resistant PC (CRPC) [3]. Numerous studies have shown that androgen receptor (AR) signaling remains active to support tumor growth even at the CRPC stage [2, 4, 5]. Indeed, the mechanisms leading to acquisition of ADT resistance include mutations or amplification of the *AR* gene, expression of constitutively active AR variants, upregulation of AR coactivators and *de novo* autocrine synthesis of androgens [6]. Thus, further understanding of the mechanisms involved in the regulation of AR function in androgen-sensitive and CRPC stages might pave the ground for the development of more efficacious and long-lasting therapeutic strategies for PC patients.

DNA/RNA helicases are emerging as important regulators of many cellular processes that are often deregulated in cancer [7]. Among them, the DExH-Box helicase 9 (DHX9), also known as RNA helicase A (RHA), has been implicated in the control of genomic stability, transcription and DNA replication [8, 9]. In cancer cells, DHX9 binding to long noncoding RNAs was shown to epigenetically regulate gene expression program [10, 11] and impact mRNA stability [12, 13]. Furthermore, DHX9 was also shown to interact with several transcription factors and to modulate their transcriptional activity [14, 15]. Importantly, inhibition of the interaction of DHX9 with members of the ETS transcription factor family displayed powerful anti-tumor effects on the growth and progression of several cancer types [16–18], including PC [19–21]. Thus, while an important role for DHX9 in prostate carcinogenesis is conceivable, no direct evidence is currently available. Notably, a recent study reported that AR binds the *DHX9* promoter in renal cell carcinoma and that this event is associated with osteolytic formation and bone metastasis [22], suggesting the possibility of a crosstalk between AR and DHX9. Nevertheless, whether this functional interaction occurs in PC is currently unknown.

In this study, we set out to investigate the role of DHX9 in PC. First, we found that DHX9 is up-regulated in PC samples with respect to normal prostate tissue and its high expression is associated with worse prognosis in PC patients. Depletion of DHX9 in PC cells reduced proliferation and migration. Moreover, genome-wide transcriptome analysis revealed that a significant fraction of the DHX9-regulated genes in LNCaP cells are known targets of AR. AR and DHX9 expression are highly correlated in PC patients and AR directly induces the expression of DHX9 in PC cells. Lastly, we found that depletion of DHX9 impairs binding of AR to the promoter of some target genes and dampens androgen-induced regulation of their expression. Collectively, our results reveal that DHX9 participates in the control of the AR transcriptional program and suggest a novel molecular crosstalk between AR and DHX9 in the regulation of tumorigenic features of PC cells, which could represent a new promising therapeutic strategy for PC.

## Methods

### Cell cultures and treatment

Established human prostate cancer cells LNCaP and PC-3 were obtained from the American Type Culture Collection (ATCC, CRL-1740 and CRL-1435). LNCaP cells were maintained in RPMI-1640 medium (Lonza), supplemented with 10% Fetal Bovine Serum (FBS) (Gibco), 50 units/mL penicillin and 50 mg/mL streptomycin, 10 mM Hepes (Lonza) and 1 mM sodium pyruvate (Lonza), 1% non-essential amino acids. PC-3 cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco), supplemented with 10% FBS, 50 units/mL penicillin and 50 mg/mL streptomycin. Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. When appropriate, LNCaP cells were incubated in *charcoal-stripped* serum (CSS) media with DHT at 10 nmol/L, or Enzalutamide (Medchem Express, 915087–33-1) at 1 μmol/L for the indicated times.

### Silencing and transient transfection

Cells were transfected with siRNAs (Sigma-Aldrich), at final concentration of 50 nM, using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were transfected for 48 h and then lysed. siRNA sequences are:

si CTRL: 5′ GGC AGC AGA GUU CAC UGC U-dCdG.

si *DHX9*: 5′-AAG AAG UGC AAG CGA CUC UAG-dCdG.

### RNA isolation, RT − PCR and real-time quantitative PCR analyses

Total RNA was extracted from cells using Trizol Reagent (Thermo Fisher Scientific), according to the manufacturer’s instructions and 1 μg were used for retro-transcription (RT) using M-MLV Reverse Transcriptase (Promega). The RT reaction was used as template for qPCR analysis using Luna Universal qPCR Master Mix (Neb England Biolabs, #M3003) on a Quant Studio 1 real-time PCR machine. The levels of gene expression were determined by normalizing to *GAPDH* mRNA expression and expressed as relative mRNA level (2^-ΔΔct). The primers used are listed in the Supplementary Table S1.

### External datasets

The patient dataset used in Fig. 1A derives from array data of 95 PCa patients (dataset GSE29079) [23]. The patient dataset used in Fig. 1B, C and D derives from array data of 492 patients (Tumor Prostate Adenocarcinoma-TCGA-rsem-tcgars) [24]. The patient dataset used for the Pearson correlation analysis in Supplementary Figs. 3A and 4C derives from array data of 370 PCa patients (GSE21034) [25]. The dataset used in Fig. 4A derives from array data of 499 PCa patients (TCGA, Firehose legacy project). The dataset used in Fig. 3C derives from RNA-sequencing experiment of LNCaP cells treated either with DMSO or enzalutamide 1 μM for 24 hours (GSE190153; Caggiano et al., under revision). The dataset used in Fig. 3B derives from Chip Seq analysis of LNCaP cells [26].

**Fig. 1:**
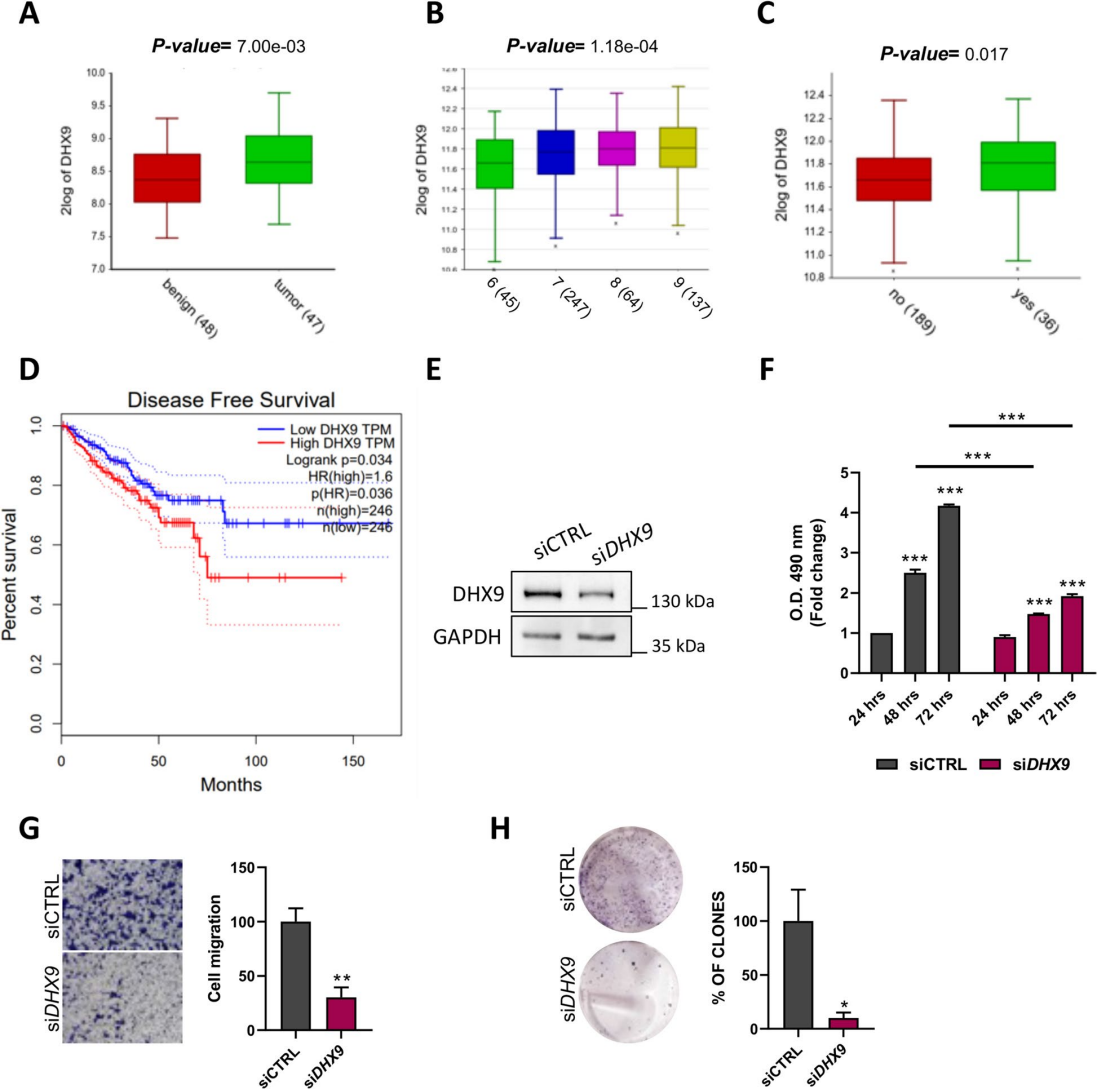
*DHX9* is associated with poor prognosis in PC patients. **A** Expression profiling of *DHX9* mRNAs in human normal and tumor specimens from Gene Expression Omnibus profile dataset (GSE29079). Statistical analysis was performed by Student’s *t* test and significance is indicated in the plot. **B** Boxplot represents *DHX9* expression in PC patients grouped according to the different Gleason score (TCGA dataset: Tumor Prostate Adenocarcinoma-TCGA-rsem-tcgars). **C** Expression profiling of *DHX9* mRNAs in human tumor specimens from stable and progressive disease, with complete or partial remission, from TCGA dataset (Tumor Prostate Adenocarcinoma-TCGA-rsem-tcgars) plotted for biochemical recurrence. Statistical analysis was performed by Student’s *t* test and significance is indicated in the plot. **D** Kaplan-Meier curve of Disease-Free Survival rate of PC patients analysed for *DHX9* expression (492 patients, TCGA dataset). The blue line shows patients with low *DHX9* expression, the red line shows patients with high *DHX9* expression. Significance is indicated in the plot. LNCaP cells were transfected with a control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*) and analyzed by WB after 48 hrs (**E**) and (**F**) MTS assay after 24, 48, and 72 hours. Values are the mean ± SD of three independent experiments, each performed in triplicate, considering the siCTRL at 24 hrs as 1. (**G**) siCTRL and si*DHX9* LNCaP cells were transfected and cultured for 48 hrs as in (**E**) and migration assay was performed. The crystal violet–stained migrating cells were photographed (*left*) and counted (*right*). Values are the mean ± SD of three independent experiments, considering the siCTRL as 100. Magnification, × 10. **H** Colony assay was performed in LNCaP cells transfected with either control (siCTRL) or *DHX9* siRNA (si*DHX9*). Histogram represents the percentage of colonies, reported as the mean ± SD of three experiments, considering the siCTRL as 100. Statistical analysis in (**F**) was performed by *two-way* ANOVA and in (**G**) and (**H**) was performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001

### RNA sequencing

For RNA-seq analysis, RNA from three biological replicates of either control or si*DHX9* LNCaP cells were isolated using the RNAeasy Mini Kit (Qiagen) and DNase digested, according to manufacturer’s instruction. RNA sequencing and bioinformatics analysis were performed by IGA Technology services (Via Jacopo Linussio, 51, 33,100, Udine, Italy). The quality of the reads was assessed with the software FastQC v0.11.9. The accession number for the RNA-seq data reported in this paper is GSE195916. The dataset used in Fig. 3C derives from RNA-sequencing experiment of LNCaP cells treated either with DMSO or enzalutamide 1 μM for 24 hours (GSE190153; Caggiano et al., under revision).

### Protein extraction, SDS–PAGE and Western blot analyses

For protein extract preparation, cells were washed twice with ice-cold phosphate buffered saline (PBS), resuspended in lysis buffer (50 mM Tris-HCl pH 7.5, 350 mM NaCl, 1 mM MgCl_2_, 0.5 mM EDTA, 0.1 mM EGTA, 1% Nonidet P-40, 1 mg/mL aprotinin, 1 mg/mL leupeptin, 1 mg/mL pepstatin A, 100 mg/mL PMSF). The supernatant, obtained by centrifugation at 16000 g for 15 minutes, was transferred into a new tube and used to determine protein concentrations by Bradford assay. Cell lysates were resolved by SDS/PAGE and transferred to PVDF membranes (GE, Healthcare). The membranes were blocked in TTBS (TBS with 0.1% Tween 20) containing 5% milk. Primary antibody incubations were performed in TTBS with either 5% BSA, overnight at 4 °C. After washing, the membranes were incubated with the appropriate secondary peroxidase conjugated antibody for 1 hour in TTBS. Following antibodies were used for IB: anti-DHX9 (sc-137,232), anti-GAPDH (sc-365,062), anti-AR (sc-7305), anti-H3 (Novus, NB500–171). Proteins were visualized by chemiluminescence detection system (Clarity Western ECL Substrate, #1705061) and quantification analysis was performed using Image J Software.

### Sub-cellular fractionation

Cellular pellets were re-suspended in hypotonic buffer RSB10 (10 mM Tris/HCl, pH 7.4, 10 mM NaCl, 2.5 mM MgCl_2_, 1 mM DTT, protease inhibitor cocktail). After incubation on ice for 7 min, samples were centrifuged at 1000 *g* for 7 min. Supernatant was collected as “Cytosolic extract” while pelleted nuclei were then resuspended in RSB100 (hypotonic buffer supplemented with 90 mM NaCl and 0.5% Triton X-100), sonicated, and centrifugated at 10,000 *g* for 15 min to obtain “nuclear extract”. Cytosolic and nuclear extracts were analyzed by Western Blot. For sub-cellular fractionation, LNCaP cells pellets were washed with PBS/1 mM EDTA, gently centrifuged and resuspended in ice-cold NP-40 lysis buffer (10 nM Tris-HCl pH 7.5, 0,15% NP-40, 150 mM NaCl, protease inhibitor cocktail (Sigma-Aldrich), 1 mM dithiothreitol, 0,5 mM Na-orthovanadate) for 5 min. Lysates were layered on 2,5 vol of chilled solution of 24% sucrose lysis buffer and centrifuged 10 min at 14000 rpm. The supernatant (cytoplasmic fraction) was collected and pellets (nuclei) were washed with PBS/EDTA 1 mM, gently centrifuged and resuspended in a chilled glycerol buffer (20 mM Tris-HCl pH 7.9, 75 mM NaCl, 0,5 mM EDTA, 0,85 mM dithiothreitol, 0,125 mM PMSF and 50% Glycerol). An equal volume of cold nuclei lysis buffer (10 mM Hepes pH 7.6, 7,5 mM MgCl2, 0,2 mM EDTA, 0,3 M NaCl, 1 M UREA, 1% NP-40 protease inhibitor cocktail (Sigma-Aldrich), 1 mM dithiothreitol, 0,5 mM Na-ortovanadate) was added. Tubes were vortexed twice for 2 s and centrifuged for 2 min at 14000 rpm. The supernatant was collected as soluble nuclear fraction. The chromatin pellet was washed with cold 1 × PBS/1 mM EDTA, sonicated and then centrifugated for 2 min at 14000 rpm.

### Immunoprecipitation

Precleared whole-cell lysates were incubated with anti-AR antibody or with anti-rabbit IgG Ab (Thermo Fisher Scientific) and protein G agarose beads (Thermo Fisher Scientific) at 4 °C overnight. Isolated complexes were analyzed by Western blot analysis, as previously described [27].

### Cell viability

MTS assay was performed to assess LNCaP cellular viability. Briefly, 5x10^3^ cells were plated in each well of a 96-culture plate. The absorbance (O.D. 490 nM) was measured after 24, 48 and 72 hours, by using Cell Titer Aqueous Assay (Promega) with MTS tetrazolium, following manufacturer’s instructions.

### Migration assay

1 × 10^5^ cells cells were left to migrate for 12 h at 37 °C. The migrated cells were fixed with 70% ethanol, at room temperature for 10 minutes. Next, transwell membranes were stained with 0.2% Crystal Violet solution (Sigma-Aldrich) for 7 minutes. Membranes were dipped into distilled water to remove the excess crystal violet and allowed to dry. The experiment was performed in triplicates for all conditions described. From every transwell, four images were taken at × 10 magnification. Quantification of the individual photos were performed using Image J Software.

### Clonogenic assay

For clonogenic assay, single-cell suspensions were plated in 35 mm plates at low density (2000 cells/plate). After 10 days, cells were fixed in methanol for 10 minutes and stained overnight with 0.01% Crystal Violet solution. Plates were then washed twice with water and dried. Pictures were taken to count the colonies. Results represent the mean ± SD of three experiments.

### Chromatin immunoprecipitation

LNCaP cells were cross-linked with the addition of 1% (vol/vol) formaldehyde (Sigma Aldrich) to the culture medium for 15 min at room temperature and then quenched in 125 mM glycine (Sigma Aldrich) for 5 min. Cells were washed in cold PBS and lysed in nuclei extraction buffer, containing 5 mM PIPES (pH 8.0), 85 mM KCl, NP40 0.5%, 1 mM dithiothreitol, 10 mM β-glycerophosphate, 0.5 mM Na_3_VO_4_, and protease inhibitor cocktail (Sigma-Aldrich). Isolated nuclei were lysed in a buffer containing 1% SDS, 10 mM EDTA, and 50 mM Tris-HCl (pH 8.0), 1 mM dithiothreitol, 10 mM β-glycerophosphate, 0.5 mM Na_3_VO_4_, and protease inhibitor cocktail (Sigma-Aldrich) and sonicated with Bioruptor (Dyagenode) 2 × 6 min (30 sec sonication and 30 sec pause). Chromatin extracts containing DNA fragments were pre-cleared 2 hours on Protein A/agarose/salmon sperm DNA (Millipore) and then immunoprecipitated overnight using 2 μg of anti-AR (sc-7305) or Rabbit IgG (Sigma-Aldrich). Immunoprecipitated DNA was recovered according to standard procedures and analyzed by qPCRs, using primers listed in Supplementary Table S1. DNA associated with AR is represented as percentage of input.

### Bioinformatic analysis

The Disease-Free Survival (DFS) analyses of TCGA data was performed using GEPIA (Gene Expression Profiling Interactive Analysis) online tool [28].

GSEA analysis was performed using the fgsea package [29] in the R environment using the Hallmark gene sets (v.7.5.1) obtained from https://www.gsea-msigdb.org. *P*-value adjusted < 0.05 value was applied to sort and select enriched gene sets. GSEA plot was obtained using an in-house script in the R environment.

The RNA-Seq libraries were sequenced on paired-end 150 bp mode on NovaSeq 6000. The raw paired-end reads were preprocessed to mask adapters with cutadapt (v.1.11) [30] and corrected to remove lower quality bases and adapters with ERNE (v.2.1.1) [31]. The reads were then mapped to the human genome (hg38) with iGenomes gene annotation using STAR aligner (v.2.6.1d) [32]. Statistics on strandness reads, genebody coverage, reads distribution and insert size estimation were performed using RSeQC (v.4.0.0) [33]. The uniquely mapped reads from biological replicates were kept and counted with HTSeq (v.0.11.1) [34]. Based on these read counts, normalization and differential gene expression were performed using DESeq2 (v.1.30.0) [35] by fitting a Generalized Linear Model (GLM) for each gene. Statistical significance was determined using a Wald test.

### Gene ontology

Functional gene annotation clustering for si*DHX9* regulated genes was performed by using DAVID Bioinformatic Database (https://david.ncifcrf.gov/summary.jsp).

### Statistical analysis

Statistical analyses were performed with the GraphPad Prism (GraphPad Software) and the values represent mean ± SD obtained with not less than three independent experiments. The statistical significance of the differences was determined by the Student’s *t* test or *two-way* ANOVA test.

## Results

### DHX9 is highly expressed in prostate cancer patients and contributes to the tumorigenic phenotype

Analysis of a public dataset reporting expression data from PC (*n* = 47) and benign prostate (*n* = 48) samples (GSE29079) indicated that *DHX9* expression levels were significantly higher (*p value* **=** 7.00 e^− 03^) in PC samples compared to non-cancer samples (Fig. 1A). Moreover, analysis of RNA-seq data from The Cancer Genome Atlas (TCGA; Tumor Prostate Adenocarcinoma-TCGA-rsem-tcgars) revealed that increased *DHX9* expression significantly correlated with PC stage progression, as measured by Gleason score (Fig. 1B). Moreover, DHX9 expression was evaluated in human tumor specimens from stable and progressive disease, with complete or partial remission, from the same TCGA dataset, undergoing or not biochemical recurrence. This analysis showed that DHX9 expression is significantly increased in recurrent patients (*p value* **=** 0.017; Fig. 1C). Kaplan-Meier curves also indicated that high *DHX9* expression was significantly associated with shorter disease-free survival (DFS) in PC patients (*p* = 0.034; Fig. 1D). These data reveal a positive correlation between DHX9 expression, PC tumorigenesis and patient’s clinical outcome, hence suggesting the clinical relevance of DHX9 function in prostate carcinogenesis.

Most PCs are androgen-sensitive and maintain a high response rate to androgen deprivation therapy (ADT) [5]. Thus, to investigate the role played by DHX9 in PC, we employed the androgen-sensitive LNCaP cell line, a well-established *in vitro* model for the study of androgen-mediated PC tumorigenesis [36, 37]. Knockdown of DHX9 by transient transfection of LNCaP cells with specific siRNAs showed a significant reduction of the proliferation rate after 48 hours, which was sustained for at least 72 hours (Fig. 1E, F). In addition, DHX9-depleted LNCaP cells exhibited strongly decreased migration capacity (Fig. 1G) and clonogenic potential (Fig. 1H). The same analysis was also performed in the metastatic androgen-insensitive PC-3 cells. Like in LNCaP cells, DHX9 depletion (Suppl. Fig. 1A, B) affected cell proliferation and migration of PC-3 cells (Suppl. Fig. 1C, D), albeit at lower extent than in the AR-sensitive cells.

Taken together, these results suggest that DHX9 plays an important role in PC by supporting oncogenic features associated with the tumor phenotype.

### DHX9 controls the expression of tumorigenic-related genes in LNCaP cells

DHX9 contributes to several layers of gene expression regulation, including transcriptional activation and RNA processing [9, 14]. To elucidate the mechanism underlying the impact of DHX9 on PC cell biology, we performed transcriptomic analysis of LNCaP cells in which *DHX9* expression was knocked down by RNA interference (Suppl. Fig. 2A, B). 

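RNA was sequenced from LNCaP cells, an androgen-sensitive human prostate cancer cell line, 48 h after transfection with 50 nM of either a control siRNA (siCTRL) or an siRNA against DHX9 (siDHX9), with 3 biological replicates in each group. The strand of siDHX9 that the paper lists, AAGAAGTGCAAGCGACTCTAG when written as DNA, matched the DHX9 transcript over its whole length of 21 nucleotides. In hg38, DHX9 lies on chromosome 1 from 182839347 to 182887982 on the plus strand, and the siRNA target spans the junction of coding exon 5 (182853405 to 182853418) and exon 6 (182854030 to 182854036) of the canonical GENCODE transcript, which has 28 exons. The longest stretch of the siCTRL strand found in the same transcript was 10 of its 19 nucleotides. The authors trimmed the paired-end reads, mapped them to hg38 with STAR using an iGenomes gene annotation, kept the uniquely mapped reads and counted them per gene with HTSeq. The values they deposited are these counts, without normalization, for 26475 gene symbols. The siCTRL libraries held 17312372, 19566468 and 18517116 counts in replicates 1, 2 and 3, and the siDHX9 libraries held 19409663, 18423816 and 21419580. The paper's text does not name the strand setting of the counting, so that genes overlapping on opposite strands may have lost or shared reads. From these counts, genes with too few reads were removed with edgeR's filterByExpr, which left 13661 genes, library sizes were scaled by TMM normalization, and the groups were compared with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. The paper's own fit used DESeq2 with a Wald test. Scaling factors ranged from 0.970 to 1.03, and the biological coefficient of variation between replicates was 6.70%, so that changes of well under the 1.5-fold threshold could reach significance in highly expressed genes. No pair of replicates within a group agreed within counting noise; the closest pair, siDHX9 replicates 2 and 3, differed with a chi-square per degree of freedom of 2.01. The first principal component carried 60.6% of the variance and separated siCTRL from siDHX9 libraries.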

Depletion of DHX9 protein (Suppl. Fig. 2C) caused extensive transcriptional changes in LNCaP cells, with 1248 genes that were differentially expressed (DEGs; fold change > 1.5, *p* < 0.05; Suppl. Table S2). 

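DHX9 itself was lower in every siDHX9 library than in every siCTRL library. Its expression was 314 ± 7.78 CPM (counts relative to the TMM-scaled library size; mean ± SD, n = 3) in siCTRL cells and 141 ± 1.04 CPM (SD, n = 3) in siDHX9 cells, which left 44.8% of the transcript. The log2 fold change was -1.16 (standard error 0.055, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change of DHX9 stayed between -1.18 and -1.14. Among the 13661 genes tested, 4521 had an adjusted p under 0.05, and 1136 of these also changed by more than 1.5-fold. CPM values did not overlap between the groups for 6295 of all the genes tested (46.1%), whereas 10% of unchanged genes would show this by chance with 3 libraries against 3. The count depended most on how the fold change was applied, and fell to 249 genes when the test itself was made against a 1.5-fold change (glmTreat). With each library left out in turn, between 1060 and 1149 genes passed both thresholds. Of the 1248 genes that the paper lists in Suppl. Table S2, 1050 had a row among the counts, 1028 were tested and 906 passed both thresholds in the same direction, with none in the other direction. A further 230 genes that passed both thresholds are not in that table, which uses Ensembl identifiers where the counts use gene symbols. From the number of regulated genes, the paper concludes that depletion of DHX9 caused extensive transcriptional changes.

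**Figure D1:**
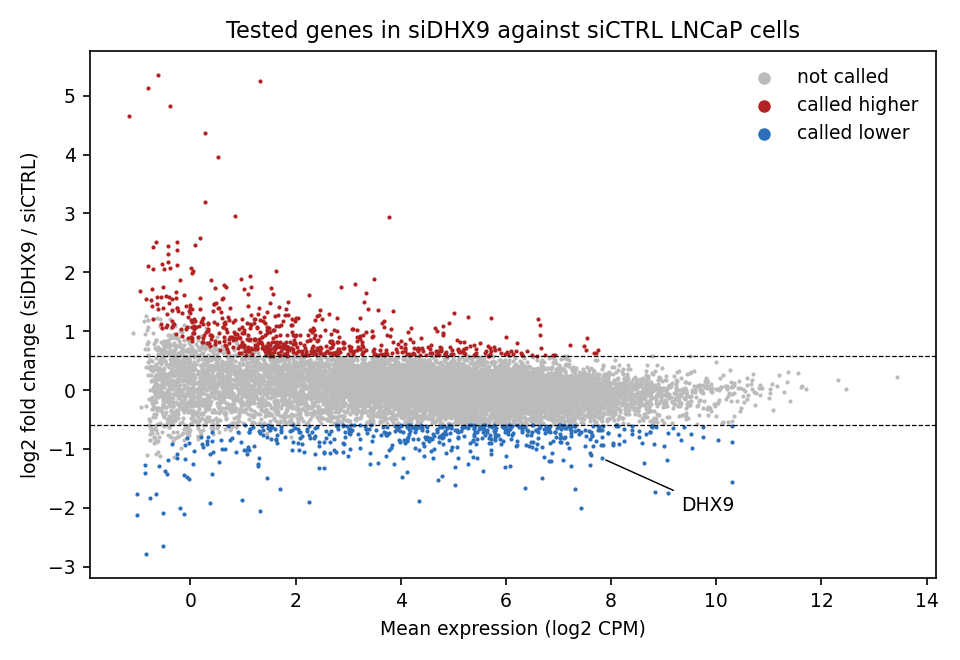
Each point is one of the 13661 tested genes, with its mean expression (log2 CPM) on the x axis and its log2 fold change in siDHX9 against siCTRL cells on the y axis. Genes called higher are red and genes called lower are blue, and the dashed lines mark a 1.5-fold change; DHX9 lies at a log2 fold change of -1.16.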

DEGs were equally distributed between up- (*n* = 633) and down-regulated (*n* = 615) (Fig. 2A). 

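Of the genes past both thresholds, 605 were higher and 531 were lower in siDHX9 than in siCTRL cells, so that 53.3% of them were higher. Scaling by library size alone shifted all fold changes upward and gave 786 higher and 381 lower genes (67.4% higher), with a median log2 fold change of 0.073 over all tested genes against 0.0037 with TMM normalization. The balance also changed with the threshold and the test. At a fold change over 2, 212 genes were higher and 108 were lower, and without any fold change threshold 2075 were higher and 2446 were lower. The test against a 1.5-fold change, which also weighs the error of each gene, gave 108 higher and 141 lower genes, and the Wald test of DESeq2 gave 497 higher and 499 lower. The largest falls among genes with at least 50 counts in every siCTRL library were those of CNGB3 (log2 fold change -2.05, standard error 0.23), MAP1B, CRYAB (-1.91, standard error 0.21), PCAT1 (-1.88, standard error 0.086) and TMPRSS2 (-1.75, standard error 0.057). MAP1B fell from 276 ± 26.6 CPM (SD, n = 3) in siCTRL cells to 69.0 ± 0.46 CPM (SD, n = 3) in siDHX9 cells (standard error of the log2 fold change 0.075). The 3′ UTR of CNGB3 contains 1 heptamer complementary to the seed of the siDHX9 guide strand and that of MAP1B contains 2, besides 1 for the passenger strand. CRYAB, PCAT1 and TMPRSS2 have exons that overlap exons of genes on the opposite strand, and PCAT1 also shares exon sequence with POU5F1B on the same strand. The largest rises under the same rule for siDHX9 libraries were those of ABCB11, ADH1C (log2 fold change 2.94, standard error 0.15), LINC01351 (2.01, standard error 0.19), CBLN2 (1.88, standard error 0.10) and FCGBP (1.79, standard error 0.13). ABCB11 had 2 counts in each siCTRL library and 83, 84 and 104 counts in the siDHX9 libraries. With the siCTRL level set to a floor of 3 counts it was 26.7-fold higher, a value that is not a confidence limit. Reads of ADH1C could be split with its close paralogs in the same gene family.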

Gene ontology (GO) analysis of the DEGs using the DAVID database indicated that processes like “cell adhesion”, “signal transduction”, “regulation of cell proliferation” and “cell migration” were significantly enriched (Suppl. Fig. 2D), providing support to the effects elicited by *DHX9* knockdown in LNCaP cells and to the involvement of DHX9 in the control of prostate carcinogenesis. In addition, DEGs were significantly enriched in molecular functions related to “receptor binding” and “receptor activity” (Fig. 2B), especially among the down-regulated genes, indicating that DHX9 is required for the expression of these genes in PC cells (Suppl. Fig. 2E, F). Validation of the expression changes of 14 arbitrarily selected genes by quantitative real time PCR (qPCR) using an independent set of LNCaP samples confirmed the reliability of the RNA-seq and bioinformatics analyses (Fig. 2C, D).

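In the sequenced libraries, 9 of the 14 genes were lower and 5 were higher in siDHX9 than in siCTRL cells. The paper picked the 14 genes among those it had found changed in these same libraries, so their significance here is not independent evidence. All 14 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and their CPM values did not overlap between the groups. Each kept an adjusted p under 0.05 in all 6 fits that left out one library, and 13 of them changed by more than 1.5-fold, the exception being KLK3. That count depends on the scaling and on single libraries: KLK2 fell short of 1.5-fold with library size only (log2 fold change -0.55), without siCTRL replicate 1 (-0.57) and without siDHX9 replicate 1 (-0.58), and MAOA with library size only (-0.56). The most abundant of these transcripts, FN1, fell from 1878 ± 141 CPM (SD, n = 3) to 639 ± 25.0 CPM (SD, n = 3), a log2 fold change of -1.55 (standard error 0.069, adjusted p = 8.36e-08). YAP1 fell from 145 ± 7.07 to 65.6 ± 3.42 CPM (SD, n = 3 each) and SEMA3F from 53.3 ± 3.89 to 26.1 ± 1.02 CPM (SD, n = 3 each). Smaller falls were measured for CCND1, with a log2 fold change of -0.71 (standard error 0.055), and for KLK2, with -0.62 (standard error 0.073). KLK2 and KLK3 are paralogs whose reads could be split in the counting, and exons of CCND1 overlap a gene on the opposite strand. Heptamers complementary to the seed of the transfected siDHX9 duplex occur in the 3′ UTR of YAP1 (1 site for the guide strand), and of FN1 and MAOA (1 site each for the passenger strand). Of the genes that rose, CREB5, RGS1, IQCN and SNAI2 were expressed at low levels. CREB5 had 9, 9 and 13 counts in the siCTRL libraries and 31, 39 and 47 in the siDHX9 libraries, with a log2 fold change of 1.74 (standard error 0.27, adjusted p = 0.000475), the highest adjusted p of the 14. RGS1 rose with a log2 fold change of 1.72 (standard error 0.24) and IQCN, listed among the counts under its older symbol KIAA1683, with 1.40 (standard error 0.22). AGR2 rose from 17.7 ± 3.46 CPM (SD, n = 3) to 37.8 ± 5.77 CPM (SD, n = 3). These values are from the sequenced libraries, and the independent samples used for qPCR were not analysed here.

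**Figure D2:**
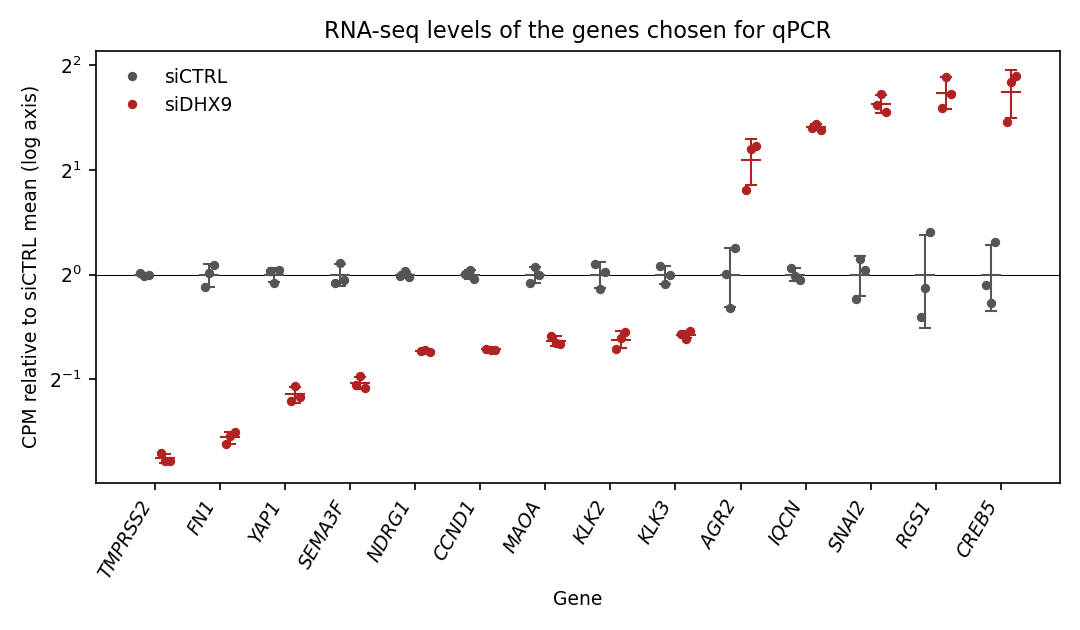
CPM of the 14 genes in each library, relative to the mean of the siCTRL libraries (log axis). Points are the 3 libraries of each group and the bars show mean ± SD; for every gene the siDHX9 points lie outside the range of the siCTRL points.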

**Fig. 2:**
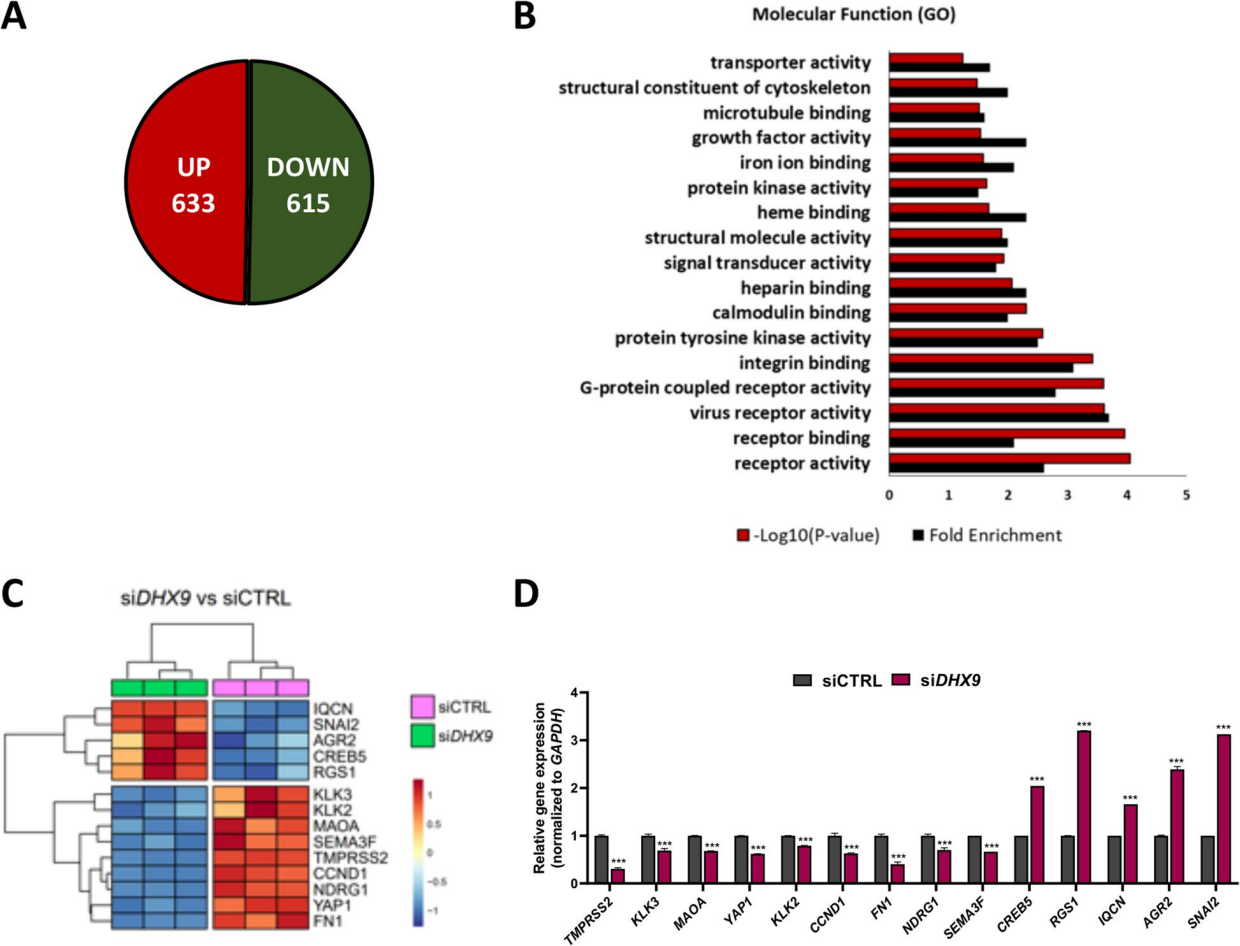
*DHX9* depletion affects gene expression in LNCaP cells. **A** Schematic representation of the distribution of up and down regulated genes upon DHX9 silencing. **B** Gene Ontology (performed using DAVID) of terms regulated at gene expression levels by analyzing DEGs after *DHX9* silencing. Histograms represent the Fold Enrichment score and the -log_10_ (*p-*values). **C** Heatmap summarizing the outcome of the RNA sequencing for the genes selected for RT-qPCR validations. **D** Validation of DEGs regulated by *DHX9* silencing was performed by RT-qPCR analyses, using the indicated primers. Values are the mean ± SD of three independent experiments, considering the siCTRL as 1. Statistical analyses were performed by Student’s *t* test, *p* values: ***, *p* ≤ 0.001

### *DHX9* silencing affects the expression of known AR targets

Since DHX9 modulates the expression of genes related to receptor functions and the AR-driven transcriptional program is fundamental for PC tumorigenesis [4, 5], we asked whether DHX9 may contribute to the AR-driven transcriptional program in PC cells. 

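Androgen-responsive genes were examined as a list of 100 genes written before the data were examined, which follows the Hallmark androgen response set and contains all 42 genes of the leading edge in Suppl. Table S3. Those 42 genes were chosen on these same samples, so the list is not independent evidence. Of the 99 genes tested, 68 had a log2 fold change below 0 and 31 above 0. The median log2 fold change was -0.13, with quartiles at -0.40 and 0.048. An adjusted p under 0.05 over all genes tested was reached by 43 lower and 13 higher genes, and adjusted over the list alone by 46 lower and 14 higher genes. The list was lower as a set (camera with a preset correlation of 0.01, two-sided p = 6.1e-07, adjusted p = 2.44e-06 over 4 lists). The call held with the estimated correlation (p = 0.00218) and under fry (p = 5.76e-06). Ranking the genes by log2 fold change in fgsea, the tool named in the paper, gave a normalized enrichment score of -2.06, and the paper's reported value is -2.004. The score was -1.64 without a filter on low counts, -2.09 with library size only and between -2.14 and -1.94 with each library left out in turn. Scaling by library size alone moved the median most, to -0.065, and left the list lower (n = 99 genes, camera p = 3.34e-06). With each library left out in turn, the median stayed between -0.16 and -0.12. TMPRSS2, KRT19 and LIFR fell most within the androgen response list, the latter pair with log2 fold changes of -1.32 (standard error 0.13) and -1.16 (standard error 0.086). In the opposite direction, INPP4B rose by 0.93 (standard error 0.088). KRT19, LIFR and INPP4B were named after their values were seen.

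**Figure D3:**
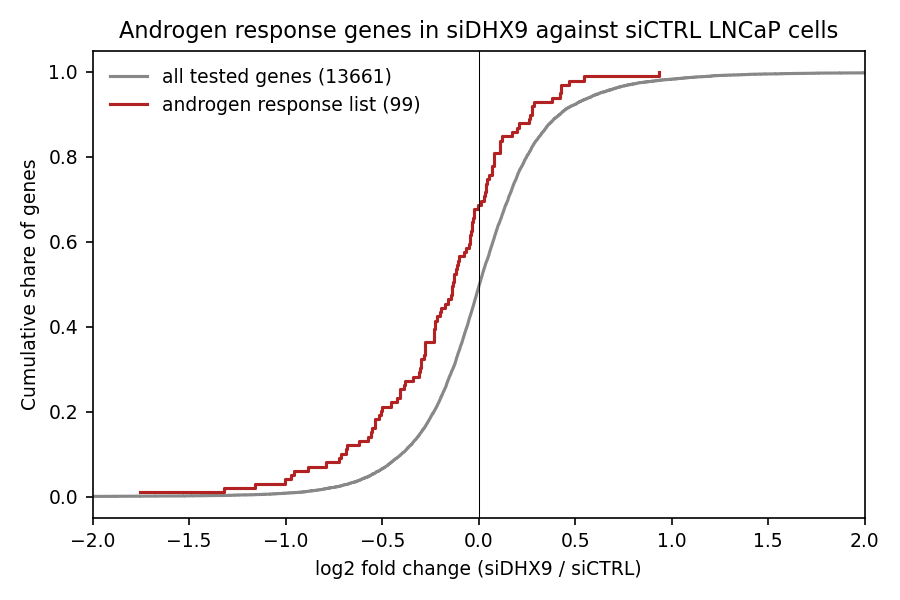
Cumulative share of genes (y axis) by log2 fold change in siDHX9 against siCTRL cells (x axis), for all 13661 tested genes (grey) and for the 99 tested genes of the androgen response list (red). The red curve lies to the left of the grey curve, with a median of -0.13.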

Interestingly, Gene Set Enrichment Analysis (GSEA) using HALLMARK highlighted Androgen Response as significantly enriched among the DHX9 DEGs (Fig. 3A and Suppl. Table S3). Moreover, by querying the chromatin immunoprecipitation (ChIP) Enrichment Analysis (ChEA) database with the EnrichR tool (https://maayanlab.cloud/Enrichr/), we found that DHX9-modulated genes are significantly enriched in known AR targets in LNCaP cells [26] (Fig. 3B). In particular, this analysis identified 33 genes that were both modulated after *DHX9* silencing and displayed AR ChIP-Seq signals in their promoter region (*p* = 0.001; Fig. 3C), suggesting that DHX9 modulates the expression of a significant fraction (> 10%) of the AR target genes.

**Fig. 3:**
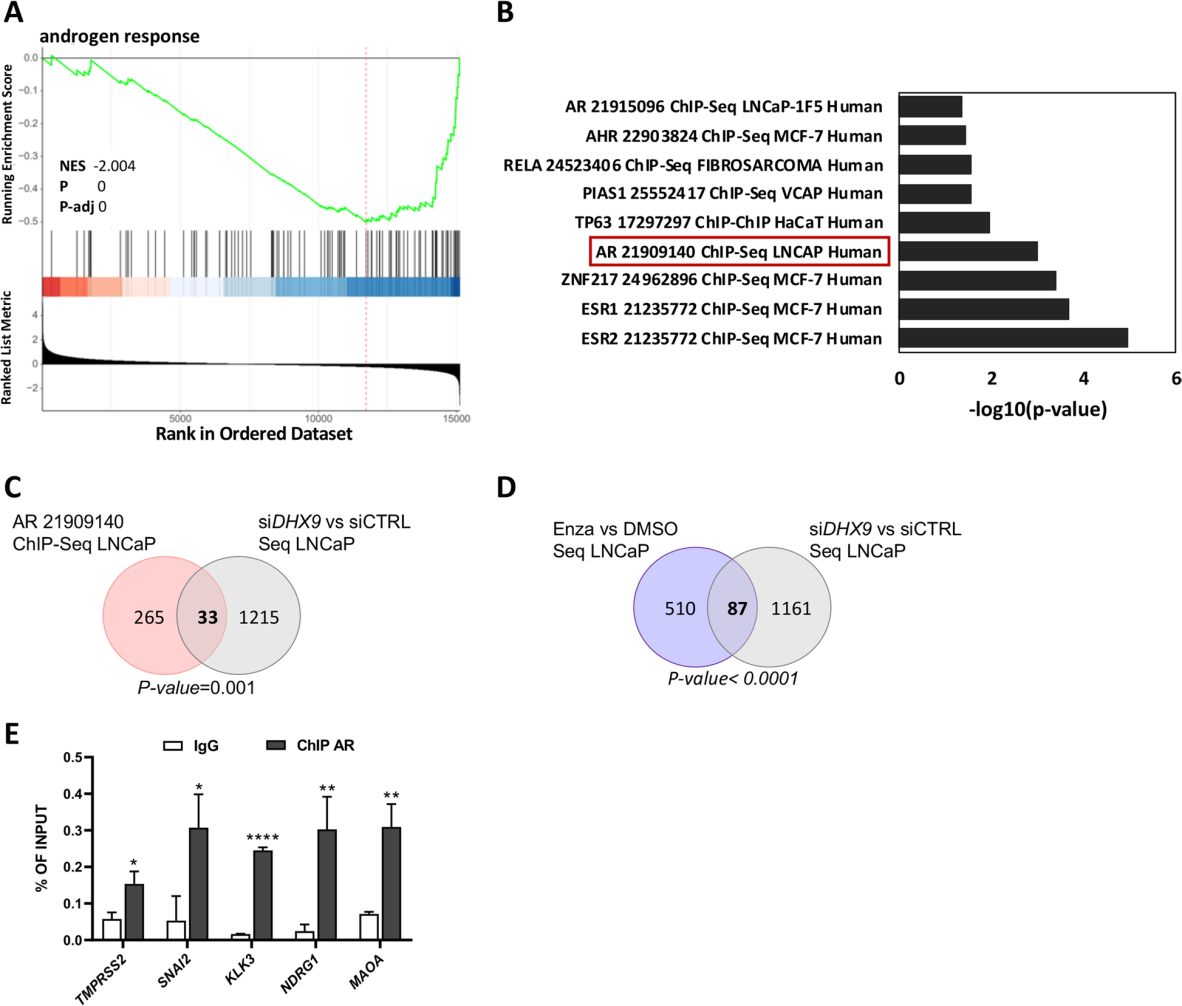
DEGs upon *DHX9* silencing are enriched in AR targets. **A** Gene Set Enrichment analysis (GSEA) of androgen response gene signature in siDHX9 versus siCTRL LNCaP cells. Androgen response resulted as the second most significant category after mTORC signaling (Suppl. Table S3). Bars represent individual genes in a ranked data set list. NES, normalized enrichment score. **B** Gene set enrichment analysis (performed via EnrichR) of DEGs after si*DHX9.* The overlap between the two analysis is shown in the Venn diagram (*p-value* = 0.001) in (**C**). **D** DEGs after *DHX9* silencing were overlapped with DEGs in response to Enzalutamide treatment (*p-value* < 0.0001). **E** qPCR analyses of ChIP experiments performed in LNCaP cells using AR antibody and anti-IgG rabbit Abs (IgG). Associated DNA was expressed as % of input. Values are the mean ± SD of three independent experiments. Statistical analysis was performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01; ****, *p* ≤ 0.0001

In line with a role for DHX9 in the AR signaling pathway, we also found a significant overlap (*p* < 0.0001) between genes modulated by *DHX9* silencing and by enzalutamide-mediated AR inhibition in the same PC cells (GSE190153; Fig. 3D). To experimentally validate these computational analyses, we performed AR ChIP assays in LNCaP cells. Among the commonly-regulated genes, we verified the recruitment of AR on the promoters of Transmembrane Serine Protease 2 (*TMPRSS2*), Snail Family Transcriptional Repressor 2 (*SNAI2)*, Kallikrein 3 (*KLK3)*, Monoamine Oxidase A gene (*MAOA)* and N-myc Downstream Regulated Gene 1 (*NDRG1)* (Fig. 3E), which are all known AR target genes [38–40]. These data strongly suggest a yet unexploited connection between DHX9 and AR in PC.

### AR modulates *DHX9* expression in LNCaP cells

To further explore the functional connection between DHX9 and AR, we first analyzed their expression in primary PC samples. Analysis of gene expression data from 499 PCa patients (TCGA, Firehose legacy project) revealed a highly significant positive Pearson’s correlation (*p* = 4.68e^− 66^) between AR and DHX9 expression (Fig. 4A). A similar positive correlation was also observed in another cohort of 370 PC patients [25] (*p* = 4.19e^− 13^; Suppl. Fig. 3A). These analyses suggested that DHX9 expression might be under the control of AR in PC cells. To directly test this hypothesis, we performed AR ChIP assays in LNCaP cells. By querying the Eukaryote Promoter Database (EPD) (https://epd.epfl.ch//index.php), we identified three putative AR binding sites on the *DHX9* promoter, which we named “site A”, “site B” and “site C” from the distal-most to the proximal-most one with respect to the transcription start site (TSS). PCR analysis of the DNA that was specifically immunoprecipitated with AR confirmed its specific recruitment to the two predicted distal sites (A and B) in the *DHX9* promoter, but not to the proximal site C (Fig. 4B).

**Fig. 4:**
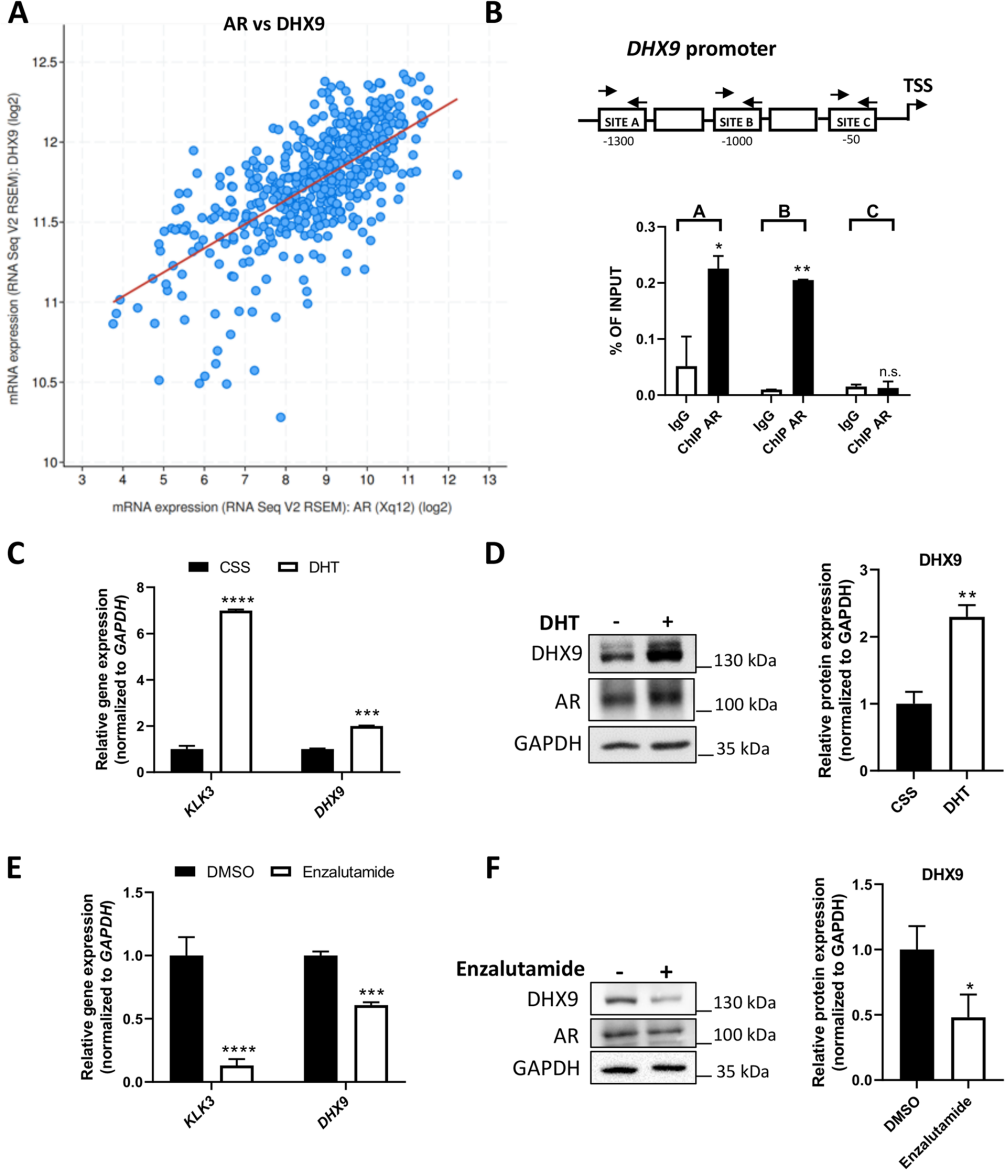
AR binds to the *DHX9* promoter and modulates its expression. **A** The plot shows the Pearson correlation between *AR* and *DHX9* expression in 499 patients with PC (TCGA, Firehose legacy project). **B** qPCR analyses of ChIP experiments performed in LNCaP cells using AR antibody and anti-IgG rabbit Abs (IgG). Associated DNA was expressed as % of input. The sequences tested for the AR binding on the *DHX9* promoter are indicated. LNCaP cells were cultured in *CSS* for 48 hrs, stimulated with DHT (10 nM) for 24 hrs and the expression of *DHX9* was measured by qPCR (**C**) or WB analysis (**D**). Quantification of mRNA and protein level are shown in the bar graphs as the mean ± SD of three independent experiments, considering the control sample (*CSS*) as 1. LNCaP cells were treated with Enzalutamide for 24 hours (1 μM) and DHX9 expression was measured by qPCR (**E**) or WB analysis (**F**). Histogram represents the mean ± SD of three independent experiments, considering the DMSO sample as 1. Statistical analyses were performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001; ****, *p* ≤ 0.0001

Next, to test whether AR can promote DHX9 expression, we induced AR transactivation by treating LNCaP cells with 5α-dihydrotestosterone (DHT), which binds AR with high affinity [4]. As expected, DHT strongly induced the expression of the *KLK3* gene (encoding the Prostate Serum Antigen, PSA) in LNCaP cells (Fig. 4C). Moreover, we observed that DHT induces an ~ 2-fold increase in DHX9 expression at both RNA and protein level (Fig. 4C, D). Coherently with this result, androgen deprivation (Suppl. Fig. 3B, C) or treatment with the AR antagonist Enzalutamide (Fig. 4E, F) significantly repressed DHX9 expression at both RNA and protein level. These results indicate that *DHX9* is an androgen responsive-AR target gene in PC cells.

### DHX9 interacts with AR, promotes its recruitment on gene promoters and contributes to AR transcriptional activity

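The 5 genes whose promoters were examined by ChIP, TMPRSS2, KLK3, MAOA, NDRG1 and SNAI2, changed in the RNA-seq libraries of siDHX9 cells, 4 of them downward. TMPRSS2, on chromosome 21 of hg38 from 41464300 to 41531116, fell from 833 ± 8.65 CPM in siCTRL cells to 247 ± 7.47 CPM in siDHX9 cells (SD, n = 3 each), with an adjusted p of 1.13e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its exons overlap those of MX1 on the opposite strand. KLK3, on chromosome 19 from 50854915 to 50860764, fell from 946 ± 54.8 to 636 ± 15.6 CPM (SD, n = 3 each). Its log2 fold change of -0.57 (standard error 0.061, adjusted p = 3.28e-05) was smaller than a 1.5-fold change. MAOA, on chromosome X from 43654907 to 43746817, had a log2 fold change of -0.63 (standard error 0.061, adjusted p = 1.47e-05), and NDRG1, on chromosome 8 from 133237175 to 133302022, one of -0.73 (standard error 0.055, adjusted p = 2.54e-06). SNAI2, on chromosome 8 from 48917598 to 48921740, rose from 2.23 ± 0.29 to 6.91 ± 0.41 CPM (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.15, adjusted p = 1.13e-05). For each of the 5 genes the siDHX9 libraries lay outside the range of the siCTRL libraries. The exact two-sided permutation p was 0.1 for each, which is the smallest that this design allows. The paper took the 5 genes from those it had found regulated in these same libraries, so their changes here are not independent evidence.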

*DHX9* silencing modulates the expression of several AR target genes, without influencing AR expression (Fig. 5A), suggesting a direct implication of DHX9 in AR signaling. To test whether DHX9 and AR are involved in a functional interaction, we first analyzed their cellular localization in LNCaP. Western blot analyses showed that both proteins are prevalently localized in the nucleus (Fig. 5B) and immunoprecipitation experiments indicated a physical interaction between DHX9 and AR both in the cytoplasm and in the nucleus (Fig. 5B). The interaction of DHX9 with AR was not dependent on RNA, as it was resistant to RNAse treatment (Suppl. Fig. 4A). Moreover, DHT stimulation of LNCaP cells that were deprived of androgens for 48 hours, promoted translocation of both AR and DHX9 in the nuclear compartment and their association with the chromatin (Suppl. Fig. 4B), suggesting that these proteins could interact in a functional complex.

**Fig. 5:**
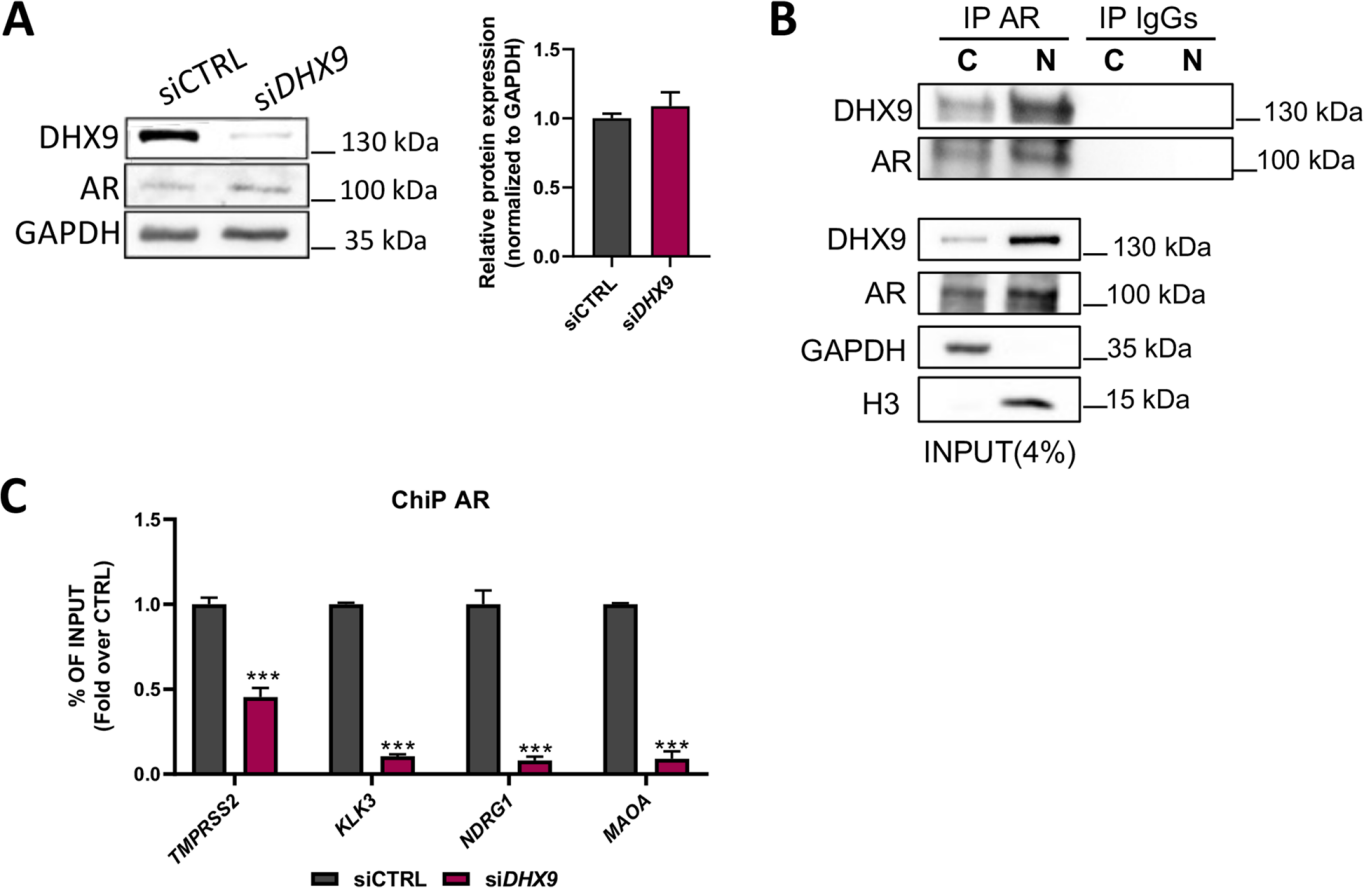
DHX9 interacts with AR and is required for the AR recruitment on the promoter of its target genes. **A** LNCaP cells were transfected with either control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*) for 48 hrs. DHX9 and AR expression was measured by WB analysis. Histogram represents the relative AR protein expression versus siCTRL, normalized to GAPDH expression. **B** Cytosolic (C) and nuclear (N) LNCaP extracts were immunoprecipitated with AR antibody (IP AR). IP and input were subjected to WB to analyse the expression of DHX9 and AR. GAPDH and H3 were used as cytosolic and nuclear markers*.* **C** LNCaP cells were transfected with a control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*) for 48 hours and ChIP experiments were performed using AR antibody. Associated DNA was measured by qPCR and histogram represents the fold over CTRL, expressed as % of input. Statistical analysis was performed by Student’s *t* test, *p* values: ***, *p* ≤ 0.001

To test whether DHX9 directly contributes to the transcriptional activity of AR, we performed ChIP assays on the promoter of genes that were co-regulated by the two proteins. Interestingly, depletion of DHX9, after 48 hours, strongly impaired the recruitment of the AR on the promoter region of the *TMPRSS2*, *KLK3*, *NDRG1*, *MAOA* genes (Fig. 5C). Coherently with this regulation, analysis of expression data from 370 PC patients (GSE21034) highlighted a significant positive correlation between DHX9 and these AR target genes (Suppl. Fig. 4C).

Since AR regulates the expression of its target genes in response to androgens [41], we tested whether DHX9 participates to this process. As expected, DHT stimulation induced the expression of *TMPRSS2*, *KLK3*, *NDRG1* and *MAOA* in LNCaP cells transfected with a control siRNA (si-CTRL). Notably, although it did not completely abolish it, depletion of *DHX9* significantly reduced the effect of DHT on transcription of these AR target genes (Fig. 6A, Suppl. Fig. 4D). These results further support the existence of a functional interaction between AR and DHX9 in PC cells.

**Fig. 6:**
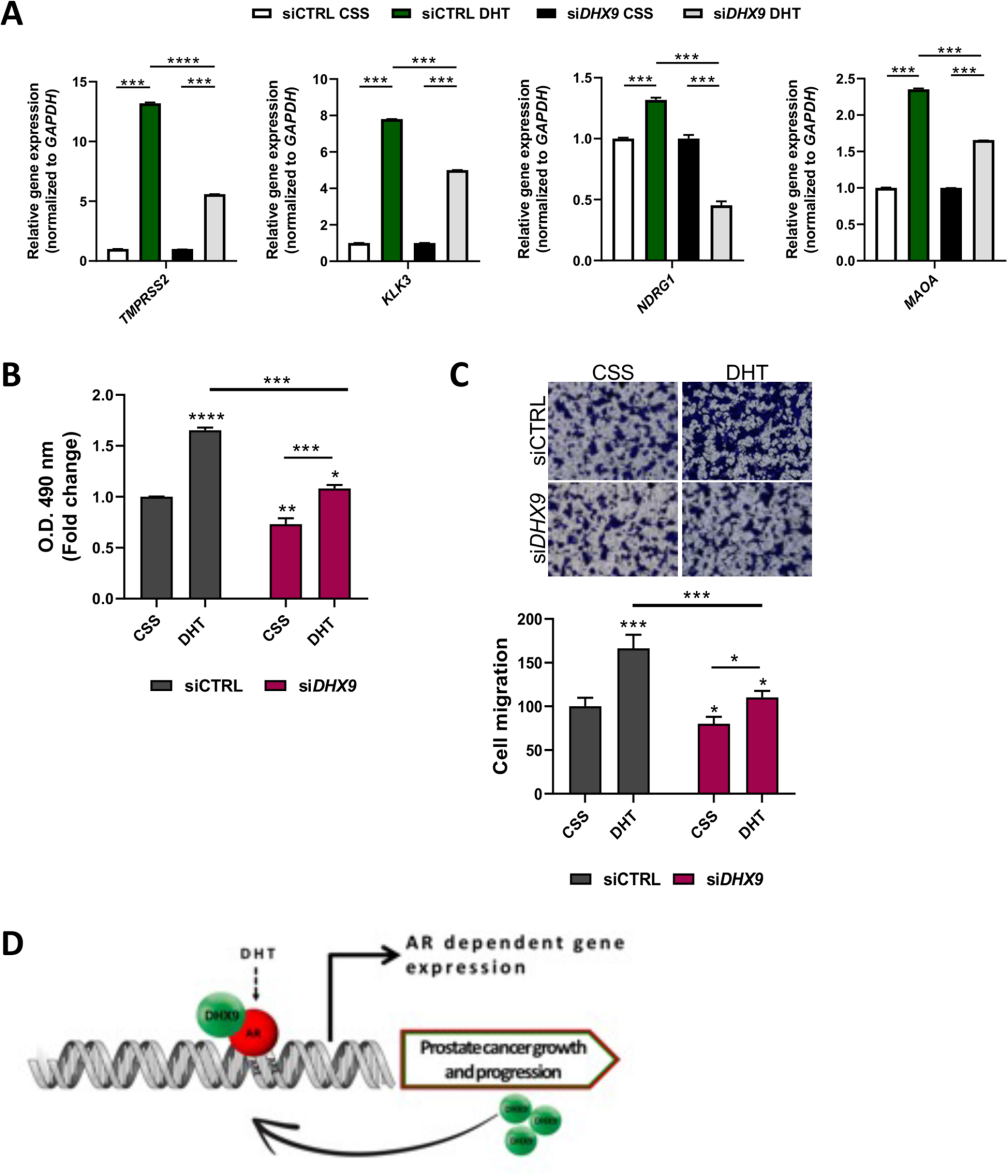
DHX9 contributes to the androgen-mediated AR program. **A** LNCaP cells were transfected with a control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*), cultured for 48 hrs in CSS, and treated or not with DHT (10 nM). qPCR was performed to analysed the expression level of the indicated genes. Histogram represents the mean ± SD of three independent experiments, expressed as fold change, considering the CSS samples as 1. **B** LNCaP cells were transfected, cultured as in (**A**) and analyzed by MTS assay after 48 hrs. Values are the mean ± SD of two independent experiments, each performed in triplicate, considering the siCTRL CSS samples as 1. **C** LNCaP cells were transfected and cultured for 48 hours as in (**A**) and migration assay was performed. The crystal violet–stained migrating cells were photographed (*upper*) and counted (*bottom*). Values are the mean ± SD of three independent experiments, considering the CSS samples as 100. Magnification, × 10. Statistical analysis in (**A**), (**B**) and (**C**) were performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001; ****, *p* ≤ 0.0001. **D** Proposed model of the DHX9/AR crosstalk

Since androgens stimulate PC cell growth and migration [42], we next investigated the involvement of DHX9 in these DHT-mediated cellular events. Knockdown of DHX9 expression significantly reduced DHT-induced proliferation (Fig. 6B) and migration (Fig. 6C) of LNCaP cells. Collectively, these results indicate that AR induces the expression of DHX9, which in turn interacts with AR, promotes its recruitment to the promoter of target genes and enhances its transcriptional activity and biological function in response to androgen stimulation of PC cells (Fig. 6D).

## Discussion

PC onset and progression is driven by the transcriptional activity of the AR, a member of the nuclear hormone receptor family of transcriptional factors [43]. Ablation of androgens represents the first line therapy in the early stages of the disease. However, PCs often progress to a CRPC for which no effective cure is currently available [2, 5]. Several AR transcriptional coregulators have been identified, and some of them were shown to play critical roles in PC progression [44]. Nevertheless, current therapies are not directed at suppressing these functional interactions, possibly due to the lack of specific inhibitors. In this study, we reveal a novel role for the RNA/DNA helicase DHX9 as an AR coactivator in PC, which promotes PC cell proliferation and migration in response to androgen stimulation. Noteworthy, inhibitors of the interaction between DHX9 and other transcription factors, such as members of the ETS family, have been developed and have shown promising preclinical results in various tumors [16–18, 45, 46], including PC [19, 20, 47, 48]. Thus, our study uncovers a new oncogenic axis composed by AR and DHX9 which can be possibly exploited therapeutically.

Several helicases have been involved in the AR-dependent transcriptional regulation. Recently, a mutagenesis screen in yeast for mutants incapable of supporting the nuclear export signal (NES) of the AR, identified Prp43 as a potential factor regulating AR subcellular localization and function [49]. In this screen the nuclear localization signal (NLS) of AR fused to the GFP displayed a marked nuclear localization in the yeast model [50], whereas fusion with both NLS and NES was cytoplasmic. Notably, Prp43 mutants did not support cytoplasmic localization [49]. DHX15, the mammalian ortholog of Prp43, is a member of the DEAH-box (DHX) RNA helicase family that acts as an AR coactivator in PC cells [49]. DHX15 knockdown in PC cells reduced the expression of AR target genes, including *KLK3* (PSA), *TMPRSS*2, *NKX3.1* and *SCL45A3*, indicating an important role for DHX15 in regulating the expression of a subset of AR downstream genes [49]. Notably, DHX15 was shown to be upregulated in PC and its expression was highly correlated with Gleason scores and PSA recurrence [49, 51]. Furthermore, DHX15 knockdown reduced AR sensitivity to DHT and inhibited cell growth at low DHT levels, enhancing enzalutamide inhibition of growth in the androgen-resistant C4–2 cell line [51]. These observations suggest that DHX15 upregulation in PC could contribute to cancer progression and castration resistance. Likewise, the p68 DEAD box RNA helicase 5 (DDX5), which is a growth- and developmentally- regulated prototypic member of the DDX family [15, 52] and functions as an AR co-activator, is significantly upregulated in PC, and it was suggested to play a role in the progression to hormone-refractory stages [53]. Furthermore, the helicase DDX39B helicase, which is essential for the U2 snRNP-branch point interaction [54], was identified as a regulator of the expression of the constitutively active AR-V7 splice variant [55], which lacks the ligand binding domain and contributes to acquisition of ADT resistance [56]. Our study now provides evidence that DHX9 is an additional helicase involved in PC tumorigenesis and in the AR guided transcriptional network.

DHX9 is upregulated and plays key roles in several human tumors [9, 57–60]. Noteworthy, although the *DHX9* gene was mapped in the major susceptibility *locus* for PC (chromosome band 1q25) more than 20 years ago [61], the possible role of DHX9 in PC cells and its contribution to PC tumorigenesis has remained completely unknown to date. Our work now demonstrates that DHX9 is significantly upregulated in PC with respect to normal prostate tissue and its high expression correlates with advanced PC stages and worse prognosis in PC patients. Genome wide transcriptome analysis revealed hundreds of genes whose expression is susceptible to DHX9 levels in PC cells. Among them, we have identified several well-known AR target genes, such as *KLK3* and *TMPRSS2*, and analyses of deposited ChIP-seq studies revealed a significant overlap between genes that are bound by AR at the promoter level and those regulated by DHX9 in LNCaP cells. In further support of a functional interaction between AR and DHX9, we found that AR promotes DHX9 expression at both mRNA and protein levels in PC cells. This regulation is likely direct, as AR is specifically recruited to the *DHX9* promoter in LNCaP cells, as previously reported in renal carcinoma cells [22], while AR inhibition under androgen deprivation or enzalutamide treatment caused repression of DHX9 expression. In turn, DHX9 physically interacts with AR and enhances its ability to bind the promoters and to stimulate the expression of a fraction of its target genes. Notably, depletion of DHX9 reduced androgen-dependent proliferation and migration of PC cells, two processes that are stimulated by activation of AR. These findings support a role for DHX9 in a positive feedback loop that enhances AR transcriptional activity and function in PC cells.

DHX9 is also known to interact with other oncogenic transcription factors and to modulate their activity. For instance, DHX9 cooperates with the oncogenic transcription factor EWS-FLI1 in Ewing sarcoma to promote oncogenic transformation [62]. DHX9 depletion or inhibition of EWS-FLI1/DHX9 interaction inhibited Ewing sarcoma cell growth and improved sensitivity to therapies [8, 16]. DHX9 binds to and resolves mutagenic intra-molecular triplex structures through its helicase activity [63, 64], thus preventing genomic instability and assisting the maintenance of DNA integrity in the replication, recombination, and repair processes, also by recruiting BRCA1 to damage sites [65]. Cells that are deficient in DHX9 are impaired in the recruitment of RPA and RAD51 to sites of DNA damage and fail to repair double strand breaks (DSB) by homologous recombination [65]. Consequently, these cells are hypersensitive to treatment with genotoxic agents such as camptothecin and Olaparib [65], etoposide and UV irradiation [8], which block transcription and generate DSBs.

Inhibition of the EWS-FLI1/DHX9 interaction by small molecules (YK-4-279 and TK-216) was shown to repress Ewing sarcoma growth. These molecules are being tested in a phase 1 clinical trial (NCT02657005), whereas their combination with vincristine is currently in phase 2 (NCT05046314). In addition to EWS-FLI1, YK-4-279 was shown to inhibit the function of other oncogenic ETS transcription factors, including ERG and ETV1 [19, 20]. YK-4-279 treatment led to decreased ERG- and ETV1-dependent transcriptional activity, leading to reduced cell motility and invasion of PC cells, and reduced primary tumor growth and metastasis in PC xenografts models [19, 20]. When used in combination with docetaxel, YK-4-279 caused a synergic decrease in PSA levels, suggesting that combined treatments could affect more than one signaling pathway to induce apoptosis and inhibit the growth, migration, and invasion of PC cells [21]. Given these promising results, development of molecules that inhibit the interaction of DHX9 with AR could be similarly therapeutically exploited to dampen AR transcriptional and oncogenic activity in PC.

## Conclusion

Thus, our work uncovers a novel molecular mechanism underlying PC tumorigenic features, which involves DHX9 in the transcriptional program coordinated by AR. Moreover, these findings suggest that the molecular crosstalk between AR and DHX9 could represent a promising target for new therapeutic approaches for PC.

## Supplementary Information

**Additional file 1: Supplementary Fig. 1.** *DHX9* depletion affects tumorigenic phenotype in PC-3 cells. PC-3 cells were transfected with a control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*) and *DHX9* downregulation was confirmed by WB analysis (**A**) or by qRT-PCR (**B**). Histograms represent the relative DHX9 expression versus siCTRL. **C** PC-3 cells were transfected as in (**A**) and analyzed by MTS assay after 24, 48 or 72 hrs. Values are the mean ± SD of three independent experiments, each performed in triplicate, considering the siCTRL 24 hrs samples as 1. **D** PC-3 cells were transfected and as in (**A**) for 48 hrs and migration assay was performed. The crystal violet–stained migrating cells were photographed (*left*) and counted (*right*). Values are the mean ± SD of three independent experiments, considering the siCTRL samples as 100. Magnification, × 10. Statistical analysis in (**A**), (**B**), (**C**) and (**D**) were performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001. **Supplementary Fig. 2.** *DHX9* depletion affects tumorigenic phenotype in LNCaP cells. **A** LNCaP cells were transfected with either control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*) for 48 hrs. *DHX9* downregulation was confirmed by qPCR. Histograms represent the relative *DHX9* RNA expression versus siCTRL, normalized to *GAPDH* expression. **B** Heatmap representing differential gene expression in control (siCTRL) and *DHX9* silencing (si*DHX9*) LNCaP cells. Each column represents a sample, and each row represents a gene. **C** LNCaP cells were transfected as in (**A**) and *DHX9* downregulation was confirmed by WB analysis. Histograms represent the relative DHX9 protein expression versus siCTRL, normalized to GAPDH expression. **D** Gene Ontology (performed using DAVID) of terms regulated at gene expression levels by analyzing DEGs after *DHX9* silencing. Histograms represent the TOP20 Biological Process categories, indicating the Fold Enrichment score and the -log_10_ (*p-*values). Statistical analysis in (**A**) and (**C**) were performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; **, *p* ≤ 0.01. **E** and (**F**) Gene Ontology (performed using DAVID) of terms regulated at gene expression levels by analyzing upregulated (**E**) and downregulated (**F**) transcripts after *DHX9* silencing. Histograms represent the Fold Enrichment score (in black) and the -log_10_ (*p-*values; in red). **Supplementary Fig. 3.** Androgens modulate *DHX9* expression. **A** The plot shows the Pearson correlation between *AR* and *DHX9* expression in in 370 PCa patients (GSE21034) [25]. LNCaP cells were cultured in medium containing FBS or CSS and the expression of DHX9 was measured by qPCR (**B**) or WB analysis (**C**). Quantification of mRNA and protein level are shown in the bar graphs as the mean ± SD of three independent experiments, considering the control sample (FBS) as 1. Statistical analysis was performed by Student’s *t* test, *p* values: *, *p* ≤ 0.05; ***, *p* ≤ 0.001. **Supplementary Fig. 4.** DHX9 and AR act in a functional complex to modulate gene expression. **A** Total LNCaP extracts were immunoprecipitated with AR antibody (IP AR) and treated or not with RNAse. IP and input were subjected to WB to analyse the expression of DHX9 and AR. **B** Cytosolic, nuclear soluble and nuclear insoluble chromatin-associated fractions of LNCaP cells were analyzed upon DHT treatment by WB, using the indicated antibodies. Histone H3 and GAPDH were evaluated, respectively, as nuclear chromatin associated fraction and cytosolic markers. **C** Pearson correlation analysis on Prostate Cancer patients (GSE21034), performed between the expression of *DHX9* and *TMPRSS2*, *MAOA*, *NDRG1* or *KLK3*. Values are expressed as base 2-logarithm. In each panel, the correlation value (R) and the relative *p-value* are indicated. **D** LNCaP cells were transfected with a control siRNA (siCTRL) or a siRNA specific for *DHX9* (si*DHX9*), cultured for 48 hrs in CSS, and treated or not with DHT (10 nM). qPCR was performed to analyze the *DHX9* expression level. Histogram represents the mean ± SD of three independent experiments, considering the siCTRL CSS sample as 1. Statistical analysis was performed by Student’s *t* test, *p* values: ****, *p* ≤ 0.0001.

**Additional file 2.**

## Data Availability

The datasets deposited during the current study are available at GSE195916.

## Abbreviations

ADT: Androgen-Deprivation Therapy
AR: Androgen Receptor
ChEA: Chromatin Immunoprecipitation Enrichment Analysis
ChIP: Chromatin Immunoprecipitation
CRPC: Castration-Resistant Prostate Cancer
CSS: *Charcoal-Stripped* Serum
DFS: Disease-Free Survival
DHT: 5α*-dihydrotestosterone*
DSB: Double Strand Breaks
EPD: Eukaryote Promoter Database
ETS: E26 transformation-specific
FBS: Fetal Bovine Serum
GEPIA: Gene Expression Profiling Interactive Analysis
KLK3: *Kallikrein 3*
MAOA: Monoamine Oxidase A
NDRG1: N-myc Downstream Regulated Gene 1
PBS: Phosphate Buffered Saline
PC: Prostate Cancer
PSA: Prostate Serum Antigen
RHA: RNA Helicase A
SNAI2: Snail Family Transcriptional Repressor 2
TCGA: The Cancer Genome Atlas
TMPRSS2: Transmembrane Serine Protease 2

How the deposited data were processed for this re-analysis (not part of the article)

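Expression was measured by RNA-seq in LNCaP cells treated for 48 h with 50 nM of siCTRL or siDHX9, with 3 libraries per group. The condition and replicate number of each library were taken from the sample labels, which call the control a scrambled siRNA, and from the methods of the paper. The labels of the sequencing facility number the libraries in another order, and that order was not used.

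The authors deposited whole-number counts of uniquely mapped reads per gene symbol, one column per library, without normalization. According to the methods, adapters were masked with cutadapt, low quality bases were removed with ERNE, reads were mapped to hg38 with STAR and the iGenomes annotation, and counts were made with HTSeq. The paper's text does not name the strand setting or a filter on low counts. The deposited table holds 26475 gene symbols, of which 19482 had at least 1 count in the 6 libraries. The paper's Suppl. Table S2 uses Ensembl identifiers instead, and 198 of its 1248 genes, 148 of them long noncoding RNAs, could not be matched to a row of the counts. Between 17312372 and 21419580 counts per library (median 18963389) set the precision, and genes with a few counts per library have wide standard errors. The standard errors cover the spread between replicates as well as counting error.

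The main comparison used edgeR (version 4.0.16 in R 4.3.3) with filterByExpr, TMM normalization, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the 13661 genes kept. Genes with an adjusted p under 0.05 and a fold change over 1.5 were called. The standard error of a log2 fold change is the fitted coefficient divided by the square root of its F statistic. CPM values are scaled by TMM. Gene lists were tested with camera from limma (version 3.58.1) with a preset correlation of 0.01, and also with an estimated correlation, with fry, and with fgsea (version 1.28.0) on genes ranked by log2 fold change. The lists, written before the data were examined, were androgen response genes, interferon-stimulated genes, proliferation genes, sterol synthesis genes and hepatocyte markers. The full Hallmark sets, the ChEA lists, the enzalutamide data and the gene ontology annotation were not used here.

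The genes named in the text were set by a rule before the data were examined: every gene that the paper tested by qPCR or ChIP, the helicases and other genes it names, and the 5 largest rises and 5 largest falls among called genes with at least 50 counts in every library of the higher group and no overlap in CPM between the groups. Genes outside the rule are said to be so where they appear.

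Gene symbols were matched to GENCODE release 44 (hg38), directly for 23156 symbols and through synonyms in a RefSeq table for 1367. Positions, exons and 3′ UTRs are those of the GENCODE canonical transcript or gene. For the siRNA seed test, all 16384 heptamers were looked up in the 3′ UTRs of 12278 tested protein-coding genes with a 3′ UTR of at least 30 nucleotides, DHX9 left out. The mean log2 fold change of genes with and without each heptamer was compared after removal of a linear trend on log 3′ UTR length, its GC content and mean log2 CPM.

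Alternatives chosen before the data were examined were DESeq2 (version 1.42.0) with its Wald test, DESeq2's size factors in edgeR, library size only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, other thresholds for calling genes, the other list tests, and other settings of the heptamer test. Their effect is given in the closing section. Random lists were drawn 10000 times for each test. Lists matched on mean expression were drawn from 20 bins of mean expression, and lists compared after trend removal were drawn without bins.

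The scripts were tested on simulated data. In counts drawn for the real genes with 200 changed genes, the edgeR test recovered 192 of the 198 changed genes that passed its filter (97%) among 13663 genes tested, with 3 false calls, and DESeq2 recovered 184 of 200 (92%) with none false. A list of 50 genes shifted by simulation gave a camera p of 5.09e-26 and an unshifted list one of 0.99. A heptamer planted in 228 of 12278 3′ UTRs with a shift of -0.25 was recovered with a difference of -0.24 and ranked 1 from the lowest.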

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

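The test of siCTRL seed sites in this part was chosen only after the rises were seen. The 5 largest rises are of genes that the paper does not discuss, and all of them were above the level in the control libraries. ABCB11 had 2 counts in each siCTRL library. Against a floor of 3 counts set in place of that level, it was 26.7-fold higher (log2 of 4.74) in siDHX9 libraries. The log2 fold changes of the others were 2.94 for ADH1C, 2.01 for LINC01351, 1.88 for CBLN2 and 1.79 for FCGBP, and all 5 rose in each of the 3 siDHX9 libraries. Leaving out any one library kept the log2 fold change of ADH1C between 2.84 and 3.06 and that of FCGBP between 1.70 and 1.85.

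ABCB11 and ADH1C are expressed in liver, so RNA from hepatocytes in the siDHX9 libraries was considered. Of 20 hepatocyte markers, 2 were higher in every siDHX9 library than in every siCTRL library: ALB, with 22, 17 and 33 counts against 4, 2 and 6, and TTR, with 283, 258 and 322 against 87, 87 and 97. The 4 markers that could be tested had a median log2 fold change of 0.67 and 2 of them rose, too few genes for a set test to be weighed. CPS1, the marker with the most counts, fell by 0.29 on the log2 scale, and SERPINA1 had 14, 7 and 15 counts in siDHX9 libraries against 14, 11 and 11. The median marker had 8.5 counts summed over the 3 siDHX9 libraries, 8 of the 20 had 3 or fewer, and 18 of the 20 had fewer than the 271 counts of ABCB11. The rises of ALB and TTR are what RNA from hepatocytes would give, but such RNA would bring the other abundant markers along, which argues against it as the main source. TTR and CPS1 are also present in the siCTRL libraries, so these LNCaP cells express them without siDHX9.

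Release from repression by the siCTRL duplex was also considered. None of the 4 protein-coding genes among the 5 has a seed site of either siCTRL strand in its 3′ UTR, so 4 of the 5 rises have no such site; LINC01351 has no 3′ UTR and its transcript was not searched. What stays open is a response to the loss of DHX9, a secondary response to siDHX9 itself, and for ADH1C reads shared with paralogs. With 1 siRNA against DHX9 the first pair cannot be separated in this design.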

How the results depend on the processing

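Only the ranking of heptamers by standard error was chosen after the result was seen; the other alternatives were set beforehand. DHX9 fell under all 12 alternatives, with log2 fold changes from -1.18 to -1.09. Among the 34 genes named in the text that were tested, 392 of the gene and alternative combinations kept their direction and their side of the adjusted p threshold, 7 gained significance in 4 genes and 7 changed sign in 3 genes whose fold changes were near 0. With library size only, GAPDH moved from -0.026 to 0.044 and ETV1 from -0.0066 to 0.063, since that scaling raises all log2 fold changes. Across the 6 fits that each left out one library, the log2 fold change ranged from -0.056 to 0.027 for GAPDH, from -0.029 to 0.022 for ETV1 and from -0.0080 to 0.028 for DDX5; the cause was not tested.

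The number of genes called was 996 with DESeq2's Wald test, 1138 with DESeq2's size factors, 1167 with library size only, 1241 without a filter on low counts and 1024 with at least 10 counts in every library. The thresholds mattered more. With an unadjusted p under 0.05 there were 1281 genes (708 higher, 573 lower). Without a fold change threshold 4521 genes were called (2075 higher, 2446 lower), with a fold change over 2 there were 320 (212 higher, 108 lower), and with a test against a 1.5-fold change 249 (108 higher, 141 lower); these follow from the thresholds themselves. Leaving out one library at a time gave from 1060 to 1149 genes, from 531 to 622 higher and from 510 to 538 lower.

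Libraries with the same replicate number in the labels did not deviate together: the correlation of their deviations from the group means over 10176 genes was -0.39 for number 1, -0.25 for number 2 and 0.18 for number 3. With the replicate number as a block, 1066 genes were called (558 higher, 508 lower), and no call of a named gene or list was lost. No other pairing of the libraries was tested as a block. On the second principal component (15.7% of the variance), siCTRL replicates 1 to 3 lay at 15.95, -17.28 and 1.31. On the same component siDHX9 replicates 1 to 3 lay at -11.18, 4.429 and 6.77, so structure shared across the groups is not excluded.

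With 1 alternative changed at a time, the androgen response list was lower under every alternative run on it. Its medians ran from -0.16 to -0.065 and its p-values up to 0.00218. The alternatives were scaling, filters, replicate block, libraries left out and list tests, and the DESeq2 Wald test was not run on gene lists. When the estimated correlation was combined with another alternative, the camera p (n = 99 genes) reached 0.0345 with the replicate block and 0.0174 with library size only. The interferon-stimulated gene list lost significance with library size only (median -0.0086, p = 0.0661), with at least 10 counts in every library (-0.070, p = 0.0569) and with the estimated correlation (-0.078, p = 0.498). Across the fits without one library its median ranged from -0.077 to -0.036, and the list (n = 50 genes) was not significant without siCTRL replicate 3 (median -0.036, p = 0.185) or without siDHX9 replicate 1 (-0.077, p = 0.0639). The proliferation gene list lost significance with the estimated correlation (median 0.17, p = 0.378) and under fry (0.17, p = 0.0533), and its median ranged from 0.11 without siDHX9 replicate 1 to 0.21 without siDHX9 replicate 3. The sterol synthesis gene list lost significance with the estimated correlation (median -0.18, p = 0.132), while its median ranged from -0.23 to -0.16 without one library. Estimated correlations of 0.21, 0.44 and 0.16 among the genes of these lists widen that test by construction.

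In the heptamer test, the siDHX9 guide site ranked 4 from the lowest, 4 without trend removal and 1 in whole transcripts, and the passenger site 35, 38 and 5. The siCTRL guide site ranked 421 from the highest, 451 and 340, and the siCTRL passenger site 439, 794 and 5227. Ranking by the difference over its standard error, chosen after seeing the data because rare heptamers vary most, gave ranks of 1 and 4 for siDHX9 and 3 and 4 for siCTRL. The cause of the change for the siCTRL passenger site in whole transcripts was not tested.

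At 17312372 to 21419580 counts per library, genes with a few counts limit the list of largest changes. For ABCB11 only a value against a floor of 3 counts is given.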

Differences from the paper's values

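No test in this part was chosen after the result was seen. The paper counts 1248 genes, 633 higher and 615 lower, and 1136, 605 and 531 were counted here with an adjusted p under 0.05; with an unadjusted p under 0.05, as the paper's text writes it, the counts were 1281, 708 and 573. For PCAT1 the log2 fold change was -1.88 and the paper's value in Suppl. Table S2 is -1.44; none of the alternatives set before the data were examined closed the gap. That table lists Ensembl identifiers and the deposited counts list gene symbols of another annotation, so it may not have been computed from these counts, and neither the gaps in this part nor the 230 called genes absent from it can be assigned to a step of the analysis; PCAT1 stayed between -1.96 and -1.83 without one library. For LINC01351 the log2 fold change was 2.01 and the paper's value is 1.83; leaving out siCTRL replicate 2 or siDHX9 replicate 1 brought it within the replicate spread, and the other alternatives set before the data were examined did not.

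The paper counts KLK3 among the genes that changed by more than 1.5-fold. Its log2 fold change was -0.57 here, and the paper's own value in Suppl. Table S2 is -0.57, both smaller than a 1.5-fold change. KLK3 passed the 1.5-fold threshold without siCTRL replicate 2 (log2 fold change -0.61) and without siDHX9 replicate 3 (-0.59), and in none of the other alternatives. Suppl. Table S2 holds 63 genes, by the paper's own values, with a fold change under 1.5.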

Other observations

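In this part, the tests of seed sites within gene lists and within the lower genes, the tests of 3′ UTR trends, both tests each of why the proliferation list rose and the sterol synthesis list fell, and the ranking by standard error were chosen only after the results were seen; the ranks for all 4 siRNA strands were set before the data were examined, although what to expect for the passenger strands was written down afterwards. One siRNA was used against DHX9, so sequence-matched repression of other transcripts was tested. The heptamer GACTCTA, complementary to positions 2 to 8 of the siDHX9 guide strand, occurs in the 3′ UTR of 805 of 12278 tested genes. The mean log2 fold change of those genes was lower by a difference of -0.17, which ranked 4 from the lowest among all possible heptamers, and 1 when the difference was divided by its standard error. The site of the passenger strand, CACTTCT, ranked 35 (difference -0.075, 1921 genes). For the siCTRL duplex, whose repression would make its targets look higher in siDHX9 cells, the guide site TCACTGC ranked 421 from the highest and the passenger site CTGCTGC ranked 439, with differences of 0.044 and 0.043. Divided by the standard error, the siCTRL sites ranked 3 and 4 from the highest and the siDHX9 passenger site 4 from the lowest. Without trend removal and in whole transcripts these ranks were 3 and 11 for the siCTRL guide site, 17 and 3630 for the siCTRL passenger site, and 3 and 3 for the siDHX9 passenger site. The ranks of 421 and 439 leave repression by siCTRL possible, with differences smaller than those for siDHX9. For the passenger strand the rank depended on the setting. These sites occur in 2897 and 2831 of 12278 3′ UTRs, and shared features beyond 3′ UTR length, GC content and expression were not tested.

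The guide site was present in 21.0% of the genes called lower, 6.01% of genes not called and 3.53% of genes called higher. For 704 other heptamers found in a similar number of 3′ UTRs, the median share among lower genes was 8.13% and the highest 11.9%. Genes with 1 guide site had a median log2 fold change of -0.13 and genes with 2 or more of -0.16, whereas 757 genes with the site only upstream of the 3′ UTR had a median of -0.0033. A site of either siDHX9 strand was found for 232 of 504 lower genes (46%) and 19.3% of genes not called. These values are consistent with seed-matched repression by both strands of siDHX9 (ranks 4 and 35) as a partial source of the lower genes. It is a hypothesis that a second siRNA against DHX9 would test. Lower genes with neither site are not accounted for, and TMPRSS2, KLK3, KLK2 and NDRG1 have none.

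The fall of the androgen response list was weighed against technical explanations. Of 10000 random lists matched on mean expression, 15 had a median as low. After removal of the trend on 3′ UTR length, GC content and expression, 113 of 10000 random lists had a median as low as the list's residual of -0.062. The 74 genes of the list without a siDHX9 seed site still fell (median -0.13, n = 74 genes, camera p = 5.33e-06), and the 25 genes with one fell further (median -0.22). These tests argue against any of the 3 as the whole cause. The real split gave 1136 called genes and the other 9 splits gave 0 (with 5899 genes and from 61 to 742 genes at an unadjusted p under 0.05), so 1 of the 10 splits of the 6 libraries gave as many; 10 splits cannot give a share under 0.1, and the other 9 each mix siCTRL and siDHX9 libraries, so the count of splits decides nothing by itself. The 5899 genes are 43.2% of the 13661 tested, against the share of 0.05 that chance gives, and 4521 remained at an adjusted p under 0.05.

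The interferon-stimulated gene list, examined because DHX9 unwinds double-stranded RNA, did not rise. Its median was -0.078 (n = 50 genes, camera p = 0.0421, adjusted p = 0.0421 over 4 lists, and 0.045 under fry), with 16 genes lower and 6 higher at an adjusted p under 0.05 over all genes tested, and the same counts adjusted over the list alone. Of 10000 lists matched on mean expression 2004 had a median as low, so a trend with expression cannot be told apart from a change of the list. The 11 genes with a siDHX9 seed site had a median of -0.29 and the 39 without one a median of 0.034 (n = 39 genes, camera p = 0.629); the difference in means was -0.31 (two-sided permutation test, 100000 resamples, p = 0.0113). The fall may therefore rest on the seed-matched genes. No library came from cells given interferon or double-stranded RNA, so whether these LNCaP cells can raise this list was not tested. The absence of a rise therefore does not decide whether double-stranded RNA was sensed.

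Proliferation genes rose in siDHX9 cells, although the paper measured a lower proliferation rate after DHX9 silencing. Of the 50 genes, 43 had a log2 fold change above 0, and 23 rose and 1 fell at an adjusted p under 0.05 over all genes tested (25 and 1 adjusted over the list alone). The median was 0.17 (n = 50 genes, camera p = 0.000124, adjusted p = 0.000249 over 4 lists), and no gene of the list was called at 1.5-fold. Neither a trend with expression nor one with 3′ UTR length and GC content gave such a median: 0 of 10000 random lists reached it in either test. With the correlation estimated among these genes (0.44) the list was not significant (n = 50 genes, camera p = 0.378). That estimate rests on 1 library: without siDHX9 replicate 1 it was -0.016, with camera p = 0.0501 (n = 50 genes) and 0.000454 under fry. The fry p was 0.0533 with all libraries, and ranged from 0.0611 to 0.138 in the fits that left out any other library. With 3 libraries per group a difference in cell density or cell cycle between wells stays open.

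Sterol synthesis genes were lower, with 22 of 24 below 0 and a median of -0.18 (n = 24 genes, camera p = 0.000227, adjusted p = 0.000303 over 4 lists, fry p = 0.00204), but not with the estimated correlation (n = 24 genes, camera p = 0.132). At an adjusted p under 0.05 over all genes tested 12 were lower and 0 higher, and adjusted over the list alone 13 were lower and 1 higher. Of 10000 lists matched on mean expression 143 had a median as low, which argues against a trend with expression as the whole cause. After removal of the trend on 3′ UTR length, GC content and expression, 402 of 10000 random lists had a median as low as the list's residual of -0.10, inside the central range of their medians (from -0.12 to 0.14), so a trend with 3′ UTR length and GC content cannot be told apart from a change of these 24 genes.

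Among other helicases that the paper names, DHX15 fell by 0.25 on the log2 scale (standard error 0.063, adjusted p = 0.0089), and DDX5 did not change detectably (0.0073, standard error 0.055; its exons overlap CEP95 on the opposite strand). DDX39B had 4 to 18 counts per library and was not tested; its exons overlap the readthrough gene ATP6V1G2-DDX39B on the same strand, so that its reads are ambiguous in the counting. SLC45A3, which the paper names in connection with DHX15, did not change detectably (0.098, standard error 0.061, adjusted p = 0.248). ETV1 (-0.0066, with 1 guide and 2 passenger seed sites) and GAPDH (-0.026) did not change detectably, BRCA1 and EWSR1 had log2 fold changes of 0.25 and 0.16 with adjusted p-values of 0.076 and 0.0916 (from 0.003 to 0.248 and from 0.0163 to 0.258 over the alternatives, both under 0.05 without siCTRL replicate 2 and with library size only, and BRCA1 also without a filter on low counts; exons of EWSR1 overlap a gene on the opposite strand), and ERG and FLI1 had at most 2 counts in any library.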
